# MicroRNA-146a modulates B-cell oncogenesis by regulating Egr1

**DOI:** 10.18632/oncotarget.3433

**Published:** 2015-04-13

**Authors:** Jorge R. Contreras, Jayanth Kumar Palanichamy, Tiffany M. Tran, Thilini R. Fernando, Norma I. Rodriguez-Malave, Neha Goswami, Valerie A. Arboleda, David Casero, Dinesh S. Rao

**Keywords:** microRNA, B-cell, lymphoma, leukemia, c-Myc

## Abstract

miR-146a is a NF-κB induced microRNA that serves as a feedback regulator of this critical pathway. In mice, deficiency of miR-146a results in hematolymphoid cancer at advanced ages as a consequence of constitutive NF-κB activity. In this study, we queried whether the deficiency of miR-146a contributes to B-cell oncogenesis. Combining miR-146a deficiency with transgenic expression of c-Myc led to the development of highly aggressive B-cell malignancies. Mice transgenic for c-Myc and deficient for miR-146a were characterized by significantly shortened survival, increased lymph node involvement, differential involvement of the spleen and a mature B-cell phenotype. High-throughput sequencing of the tumors revealed significant dysregulation of approximately 250 genes. Amongst these, the transcription factor Egr1 was consistently upregulated in mice deficient for miR-146a. Interestingly, transcriptional targets of Egr1 were enriched in both the high-throughput dataset and in a larger set of miR-146a-deficient tumors. miR-146a overexpression led to downregulation of Egr1 and downstream targets with concomitant decrease in cell growth. Direct targeting of the human EGR1 by miR-146a was seen by luciferase assay. Together our findings illuminate a bona fide role for miR-146a in the modulation of B-cell oncogenesis and reveal the importance of understanding microRNA function in a cell- and disease-specific context.

## INTRODUCTION

MicroRNAs (miRNAs) are a class of small non-coding RNAs, 21–22 nucleotides in length, which have physiological roles in many developmental systems [1]. miRNAs primarily act through post-transcriptional repression of target mRNAs via short complementary sequences in the 3′untranslated region (UTR) of mRNA transcripts [2, 3]. It has been reported that nearly 2000 miRNAs exist in the human genome and more than half of protein-coding genes are potential targets for miRNAs [4]. Both oncogenic and tumor suppressive miRNAs have been described in oncogenesis, acting via repression of tumor-suppressive and growth-promoting targets, respectively [5–8]. It is important to note, however, that miRNA regulation of gene expression is highly context-dependent: they regulate a cell type-specific transcriptome generated by a set of oncogenic or developmental transcriptional regulators. Hence, uncovering the oncogenic role of a miRNA requires the study of lineage specific transcriptional dysregulation.

miR-146a was discovered as a transcriptional target of the NF-κB pathway acting as a negative feedback regulator of this pathway and repressing some key components, such as *Traf6* and *Irak1* [9–13]. In line with its function in the NF-κB pathway, miR-146a deficiency in mice results in the development of a hyper inflammatory phenotype characterized by myeloid proliferation, lymphoid hyperplasia, T-cell hyper activation and autoantibody production [9, 11, 14, 15]. Subsequently, aged knockout mice develop myeloid and lymphoid malignancies [9, 11]. These phenotypes are characterized by a dependence on constitutive NF-κB activity, as demonstrated by the correction of many phenotypes by deletion of elements of NF-κB signaling or downstream mediators [11, 16].

Constitutive NF-κB activity is a hallmark of many different types of cancer including B-cell malignancies [17]. The activated B-cell type of diffuse large B-cell lymphoma (ABC-DLBCL), which demonstrates constitutive NF-κB activation, is more aggressive and leads to worse outcomes in patients. Currently, several components of the NF-κB pathway have been found mutated in DLBCL, producing activation of NF-κB [18, 19]. The role of miR-146a as a negative regulator of this critical pathway, along with the development of B-cell malignancies in knockout mice, suggest that loss of miR-146a via undefined mechanisms may represent a pathogenetic event in B-cell malignancies that contributes to constitutive NF-κB activity.

In addition to being regulated by NF-κB, miR-146a has been shown to be positively regulated by the potent oncogene, *c-Myc*, in a melanoma cell line [20]. In contrast, primary samples of B-cell lymphoma with high levels of *c-Myc* expression show dramatic downregulation of miR-146a expression, and additional studies demonstrate negative regulation of miR-146a by c-Myc [21–23]. This led us to question the role that miR-146a plays in *c-Myc*-mediated oncogenesis in the B-cell lineage. Since *c-Myc* is a powerful transcriptional regulator with a specific transcriptome, we hypothesized that miR-146a mediated effects on the *c-Myc* gene expression program would reveal unique cancer relevant pathways. To test our hypotheses, we intercrossed the Eμ-Myc mouse with miR-146a-deficient animals. We found that miR-146a deficiency accelerates oncogenesis, decreases survival, and alters the differentiation stage of the tumors that are formed in the resulting mice. Histopathologic and flow cytometric analyses revealed a distinctive pattern of involvement in miR-146a-deficient animals. Mechanistically, few genes were significantly differentially regulated between wild-type and miR-146a-deficient, *c-Myc* driven tumors. Of these, *Egr1* and its downstream mediators were identified as a novel pathway regulated by miR-146a in B-cells. Our findings promise to open up a new area of research and demonstrate a tumor suppressive function for miR-146a in B-cell oncogenesis.

## RESULTS

### miR-146a deficiency decreases survival of Eμ-Myc transgenic mice

Given the proposed roles for miR-146a in tumor suppression and negative feedback regulation of the NF-κB pathway, we examined whether miR-146a deficiency would synergize with *c-Myc* during B-cell oncogenesis. miR-146a-deficient and Eμ-Myc transgenic mice were bred to yield cohorts of mice that carried the Eμ-Myc transgene with wild-type, heterozygous or homozygous knockout alleles of miR-146a (Figure 1a–1b). Most tumors that formed in Eμ-Myc mice showed a lymphoblastic morphology with numerous mitotic figures and apoptotic bodies on H&E sections (Figure 1c–1e). Conversely, tumors from the miR-146a-deficient mice demonstrated a more heterogeneous appearance. Many tumors had lymphoblastic morphology, but others showed a plasmacytoid appearance, including eosinophilic cytoplasmic concretions, suggestive of immunoglobulin deposits (Figure 1e inset shows cells with immunoglobulin concretions). Eμ-Myc miR-146a^+/−^ mice did not have a significant reduction in their survival (Figure 1f). On the other hand, homozygous deficiency caused a decrease in survival from 104.5 days to 82.5 days (Figure 1f). Gender differences were noted, with female miR-146a–^/–^ mice showing significant differences in survival, while males only showed a trend towards reduced survival (Supplementary Figure 1a–1d). Finally, virtually all mortality in both sets of mice was attributable to tumor formation (data not shown).

**Figure 1:**
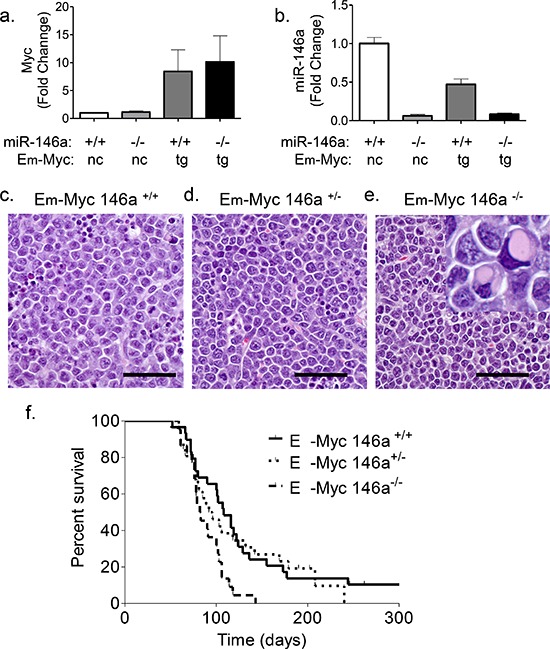
miR-146a deficiency causes increased mortality in Eμ-Myc mice **a.** RT-qPCR for c-Myc was performed on splenic B-cells from WT and miR-146a^−/−^ mice or tumor samples from Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^ animals (*n* = 3, 3, 12, 11 respectively) (nc: non-carrier; tg: transgene). **b.** RT-qPCR for miR-146a was performed from the same samples as for c-Myc. **c–e.** Hematoxylin and Eosin (H&E) stained sections of lymph node tumors derived from Eμ-Myc miR-146a^+/+^, Eμ-Myc miR-146a^+/−^ and Eμ-Myc miR-146a^−/−^mice, respectively. The inset in (e) shows a subset of cells with immunoglobulin concretions. Scale bar for Figures 1c-e, 40 μm. **f.** Kaplan Meier survival curve of mice with Eμ-Myc oncogene and wild-type, heterozygous, or homozygous deficiency of miR-146a (*n* = 26 for Eμ-Myc miR-146a^+/+^(Solid line in graph), *n* = 23 for Eμ-Myc miR-146a^+/−^ (Dotted line on graph), *n* = 22 for Eμ-Myc miR-146a^−/−^ (Dashed line on graph);w.t. vs. het comparison, Log-Rank Test, *p* = 0.6725; w.t. vs. k.o. comparison, Log-Rank Test, *p* = 0.0027).

### miR-146a-deficient tumors demonstrate differential anatomic patterns of involvement

Anatomically, tumors in both sets of mice showed differential patterns of involvement of hematopoietic and lymphoid organs, with virtually all mice showing thymic involvement. 31% of Eμ-Myc miR-146a^+/+^ did not show any lymph node involvement, whereas all of the miR-146a^−/−^ did show involvement (Figure 2a). While the majority of mice in both groups showed small numbers of circulating tumor cells in the peripheral blood, 6/10 Eμ-Myc miR-146a^−/−^ mice examined showed frank leukemia (defined as a white blood cell count of greater than 30,000/μL) (Figure 2b–2d). This was in contrast to the lower numbers of Eμ-Myc miR-146a^+/+^ mice that demonstrated leukemia by blood counts (4/14). Amongst mice with predominantly solid tumors, miR-146a deficiency caused a statistically significant increase in peripheral blood CD11b+ myeloid cells but not in B220+ B-cells, CD3ε+ T-cells, hemoglobin or platelets (Supplementary Figure 2a–2f). This may represent the propensity of miR-146a-deficient hematopoietic progenitors to produce increased numbers of myeloid cells. Bone marrow analysis of these mice found similar proportions of myeloid cells, erythroid cells, and B- lymphocytes (Supplementary Figure 2g–2i).

**Figure 2:**
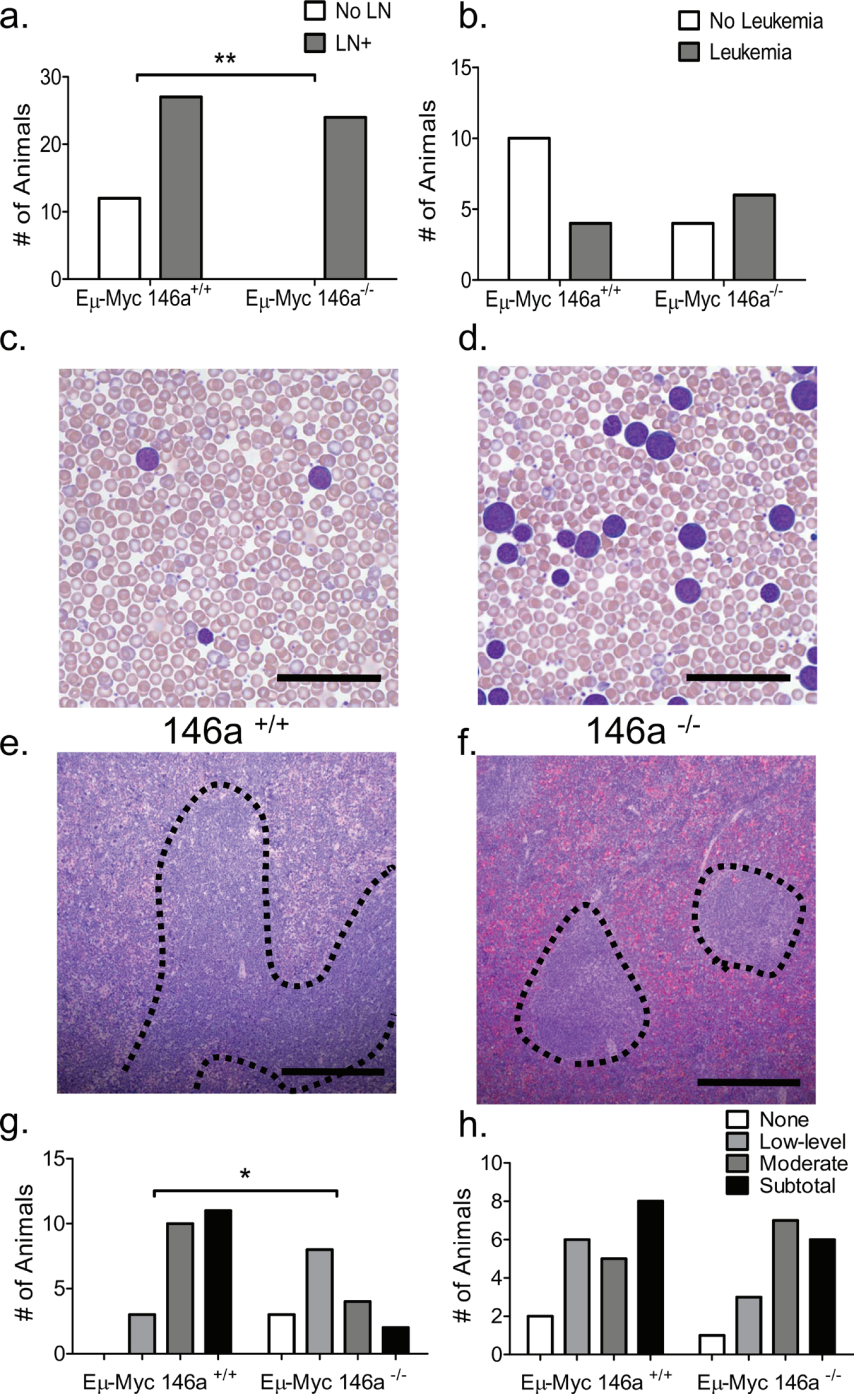
miR-146a-deficient tumors show a differential pattern of anatomic involvement **a.** Macroscopic lymph node involvement is significantly increased in miR-146a^−/−^ deficient mice (*n* = 39 for Eμ-Myc miR-146a^+/+^ and *n* = 24 for Eμ-Myc miR-146a^−/−^; Fisher's exact test, *p* = 0.002). **b.** Quantitation of the incidence of leukemia, defined as a peripheral white blood cell count of greater than 30, 000/μL, in these mice, shows a trend towards statistical significance between the groups (*n* = 14 for Eμ-Myc miR-146a^+/+^ and *n* = 10 for Eμ-Myc miR-146a^−/−^; Fisher's exact test, *p* = 0.21). **c–d.** Wright stained peripheral blood smears from mice with miR-146a-sufficient and deficient Eμ-Myc driven tumors. Scale bar, 40 μm. **e.** H&E stained section of Eμ-Myc miR-146^+/+^spleen, low power image. Dotted lines delineate expanded white pulp. Scale bar, 400 μm. **f.** Low power view of an H&E stained section showing relative sparing of the white pulp (dotted lines) in Eμ-Myc miR-146a^−/−^ mice. Scale bar, 400 μm. **g.** Quantitation of splenic white pulp involvement in Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^ mice on an ordinal 4-point scale going from no involvement to subtotal involvement of the spleen (*n* = 24 for Eμ-Myc miR-146a^+/+^*n* = 17 for Eμ-Myc miR-146a^−/−^; Chi Square Test, *p* = 0.004). **h.** Quantitation of splenic red pulp involvement in Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^ mice on an ordinal 4-point scale going from no involvement to subtotal involvement of the spleen (*n* = 24 for Eμ-Myc miR-146a^+/+^*n* = 17 for Eμ-Myc miR-146a^−/−^; Chi Square Test, *p* = 0.671).

Mice in both groups demonstrated enlarged spleens, with average weights of approximately 400 mg (Supplementary Figure 3a). In Eμ-Myc miR-146a^+/+^ mice there was involvement of the white pulp with contiguous spread between the lymphoid follicles (Figure 2e, dotted area). High power views showed the malignant cells in both the white and red pulp (Supplementary Figure 3b–3c). On the other hand, Eμ-Myc miR-146a^−/−^ mice showed extensive involvement of the red pulp with relative sparing of the white pulp (Figure 2f). Using a semi-quantitative 4-point scale to grade involvement, we found that white pulp involvement was significantly higher in Eμ-Myc miR-146a^+/+^ mice compared to knockout mice (Figure 2g). Red pulp involvement was not different between the two groups (Figure 2h). Despite these differential patterns of involvement, the relative numbers of B-cells, T-cells and myeloid cells in the spleen were equivalent between the two groups of mice (Supplementary Figure 3d–3k). Together, the data suggest similar overall infiltration of the spleen (given similar weights and cellular composition), but a predilection for the red pulp when miR-146a is deficient, suggesting that the deficiency of miR-146a may change the homing properties of the malignant B-cells. The patterns of involvement are somewhat reminiscent of certain subtypes of B-cell lymphoma/leukemia that show peripheral blood involvement and red pulp involvement in the spleen, but are not correlated with NF-κB activity or histologic subtype in humans.

### miR-146a-deficient tumors demonstrate a mature B-cell phenotype

To further characterize the increased mortality seen in the miR-146a-deficient mice, we undertook immunophenotypic analyses. The tumors in both sets of mice were predominantly of B-cell phenotype (Figure 3a–3b). Similarly, Eμ-Myc mice with a heterozygous deficiency for miR-146a also developed B-cell tumors (Supplementary Figure 4a–4d). To examine the stage of differentiation, we examined expression of IgM, finding that greater than 70% of tumors from Eμ-Myc miR-146a^+/+^ mice were IgM-. In contrast, only 42% of tumors from Eμ-Myc miR-146a^−/−^ mice were IgM- (Figure 3c–3d). Amongst IgM- tumors, several were plasmacytic, shown by morphology and staining for CD138 (Figure 3e). Next, we dichotomized the data by mean fluorescent intensity (MFI), finding that CD138+ tumors were more frequently seen in the miR-146a-deficient background (Figure 3f). When we combined positivity for CD138 and IgM, most miR-146a-deficient tumors showed a mature B-cell phenotype (either IgM+ or CD138+) whereas miR-146a-sufficient tumors were negative for both IgM and CD138 (Figure 3). Tumor cells from miR-146a-deficient mice showed lower expression of memory B-cell/activation related antigen, CD80 (Supplementary Figure 4e–4f), but similar expression of CD44 (Supplementary Figure 4g–4h). To further characterize the stage of B-cell differentiation in these tumors, we performed RT-qPCR to quantitate the expression of genes involved in B-cell differentiation. We found that transcripts for Blimp1, CD43, Bcl6 and Ighδ were all more highly expressed in tumors from miR-146a-deficient mice (Figure 3h–3k). Interestingly, female mice, which showed a statistically significant difference in survival, showed similar trends in their immunophenotypic profiles (Supplementary Figure 5a–5f) as well as in gene expression of maturation-related B-cell transcripts (Supplementary Figure 5g–5j) when compared to the group overall. Together these findings indicate that miR-146a-deficient tumors are composed of malignant B-cells that derive from a different stage of differentiation than tumors sufficient for miR-146a.

**Figure 3:**
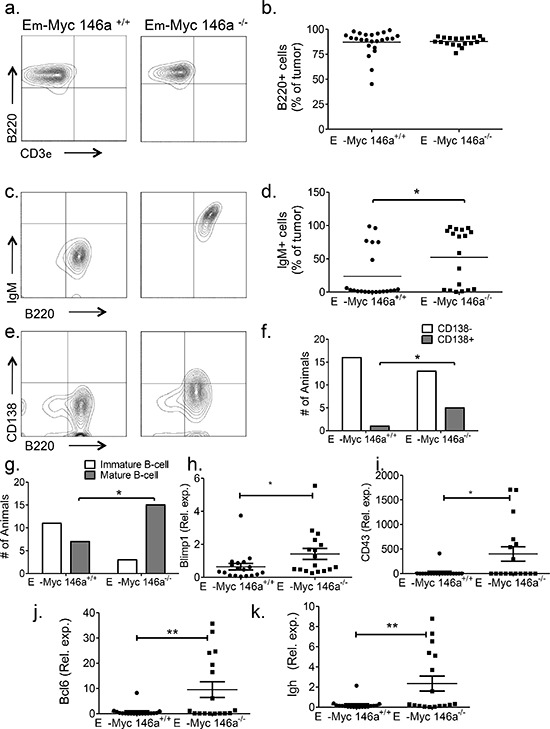
miR-146a deficiency causes a mature B-cell phenotype in Eμ-Myc mice **a.** Representative FACS plot showing staining for B220 and CD3ε in Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^mice. **b.** FACS shows that both groups of mice demonstrate B-cell tumors (*n* = 24 for Eμ-Myc miR-146a^+/+^ and *n* = 19 for Eμ-Myc miR-146a^−/−^; *t*-test *p* = 0.794). **c.** Representative FACS plots stained for B220 and IgM from tumors derived from Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^ mice. **d.** Percentage of IgM positive cells in tumors from both cohorts showing increased IgM positivity in Eμ-Myc miR-146a^−/−^ tumors (*n* = 25 for Eμ-Myc miR-146a^+/+^ and *n* = 17 for Eμ-Myc miR-146a^−/−^; *t*-test, *p* = 0.03). **e.** Representative FACS plots stained for B220 and CD138 from tumors derived from Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^ mice. **f.** Dichotomized CD138 expression data (see methods for details on dichotomization), showing animals with CD138+ versus CD138- tumors (*n* = 18 for Eμ-Myc miR-146a^+/+^ and *n* = 18 for Eμ-Myc miR-146a^−/−^; Chi-square test, one-sided *p* = 0.04). **g.** Tumors were dichotomized as being either immature (double negative for CD138 and IgM) or mature (having expression of either marker) (*n* = 18 for Eμ-Myc miR-146a^+/+^ and *n* = 18 for Eμ-Myc miR-146a^−/−^; Chi-square test, *p* = 0.0062). **h–k.** RT-qPCR data for Blimp1, CD43, Bcl6, and Ighδ in tumors from Eμ-Myc miR-146a^+/+^ (*n* = 18)and Eμ-Myc miR-146a^−/−^ mice (*n* = 17). All comparisons showed statistically significant differences by *T*-test (*p* = 0.05 for Blimp1 (h), *p* = 0.014 for CD43 (i), *p* = 0.0070 for Bcl6 (j), and *p* = 0.0067 for Ighδ(k).

### miR-146a-deficient tumors show a limited difference in transcriptome expression, including many putative targets of miR-146a

To define a mechanistic basis for miR-146a-deficient B-lymphomagenesis, we performed RNA-sequencing on four miR-146a sufficient and two miR-146a-deficient tumors. 

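RNA from 6 Eμ-Myc tumors was sequenced. The 4 miR-146a-sufficient tumors came from male mice, 2 from neck nodes and 2 from the thymus. Both miR-146a-deficient tumors came from the thymus of mice labelled female. Tumor site is therefore shared only in part between the groups, and the labelled sex is not shared at all. The label is in doubt for deficient replicate 2, which held 24.6 RPKM of the Y-linked gene Ddx3y. The sufficient tumors held 17.9 to 23.0 RPKM and deficient replicate 1 held 0.130. The authors aligned single-end reads to the GRCm38 mouse genome with STAR and counted reads per Ensembl gene with HTSeq. The deposited file gives 1 RPKM value (reads per kilobase of gene, scaled for depth) per tumor for 38293 genes, and how these were made from the counts is not stated. It gives no counts, so the depth of each library is unknown and no interval for counting error was computed. RPKM values summed to 675516, 729009, 788919 and 745653 in the sufficient tumors. The sums in the deficient tumors were 1932930 and 714062, and the first falls to 692853 when the gene Xist is left out. The microRNA gene itself, Mir146, is listed at 0 in all 6 tumors, so it cannot check the genotype labels. Values were tested as log2(RPKM + 1) with limma, with a prior that follows mean expression and Benjamini-Hochberg adjustment. The 12751 genes with an RPKM of at least 0.5 in at least 2 tumors were tested. Fold changes below are on the log2(RPKM + 1) scale, which understates the change of genes with low values. The median log2 fold change of all tested genes, deficient against sufficient, was 0.13. It was -0.01 after median-ratio scaling, so small positive values are to be read against this shift. With 4 tumors against 2, the smallest p that an exact two-sided permutation test can give is 0.133.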

Based on this comparison, we arrived at a list of 249 genes that were differentially regulated with an adjusted *p*-value of 0.05 or lower (Figure 4a). 

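The genes that changed were pseudogenes, a lincRNA and gene models known mainly by their identifiers, together with Tpm3-rs7, Jhy and Pttg1. In the miR-146a-deficient tumors 7 genes were higher and 1 was lower at an adjusted p under 0.05 from limma. The single lower gene was 9930111J21Rik2. Tpm3-rs7, named as a sequence related to Tpm3, lies on chromosome 14 of GRCm38 from 113314608 to 113316754. Its RPKM was 205 ± 15.9 (SD, n = 2) in the deficient tumors and 10.7 ± 2.41 (SD, n = 4) in the sufficient tumors. This is a log2 fold change of 4.16 (standard error 0.23, adjusted p = 0.000749 from limma). The pseudogene Gm15459 reached 700 and 440 RPKM in the deficient tumors and 19.6 to 32.4 in the others, with a log2 fold change of 4.41 and an adjusted p of 0.00141 from limma. Jhy, listed as 4931429I11Rik on chromosome 9 from 40894849 to 40964118, was nearly silent in the sufficient tumors at 0.0353 ± 0.0190 RPKM (SD, n = 4). It measured 7.06 and 17.8 RPKM in the deficient tumors (log2 fold change 3.57, standard error 0.33, adjusted p = 0.00930 from limma). The lincRNA RP23-337J16.5 is listed at 0 in all 4 sufficient tumors and at 3.87 and 6.74 RPKM in the deficient tumors. Gm9008 on chromosome 6 and the pseudogene Gm8778, also on chromosome 6, rose by 2.67 and 1.88 on the log2 scale (adjusted p of 0.00358 and 0.0203 from limma). Gene 9930111J21Rik2, on chromosome 11 from 49015874 to 49051242, fell by 2.85 (adjusted p = 0.0194 from limma). Its neighboring copy 9930111J21Rik1, chosen after its values were seen, measured 4.60 ± 1.95 RPKM (SD, n = 4) in the sufficient and 9.06 ± 0.757 (SD, n = 2) in the deficient tumors. Reads of such copies can be split between them, and their separate values are uncertain. Without either deficient tumor, 4 of the 8 genes no longer met the filter on low values and were not tested. Of the other 4, Tpm3-rs7 and Gm15459 passed, while Pttg1 and 9930111J21Rik2 kept their fold changes and did not pass. Without a filter on low values, 4 of the 8 genes passed, and Jhy and Pttg1 were not among them. Over the other settings that tested it, Gm15459 passed in 17 of 17, Tpm3-rs7 in 16 of 17, Gm9008 in 13 of 15, RP23-337J16.5 in 10 of 15, Jhy in 9 of 15, 9930111J21Rik2 in 9 of 17 and Gm8778 in 7 of 15. From this comparison, the paper states a list of differentially regulated genes and searches it for microRNA targets (Figure 4a).

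**Figure D1:**
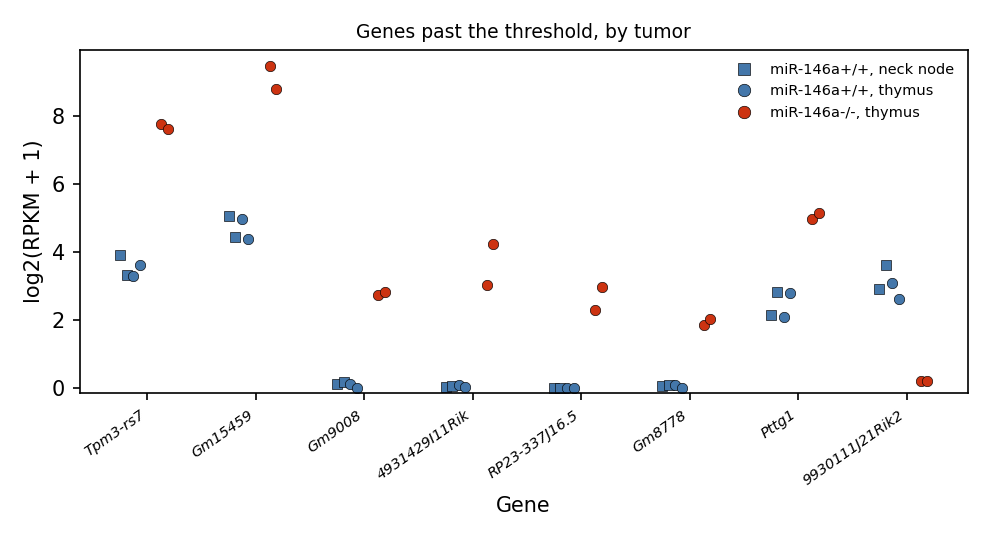
Values of the 8 genes past the threshold as log2(RPKM + 1), 1 point per tumor, squares for neck node and circles for thymus. Red points are the 2 miR-146a-deficient tumors, which lie above all 4 sufficient tumors in 7 genes and below them in 9930111J21Rik2.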

We then searched the dataset for miR-146a targets predicted by TargetScan [2, 3]. 

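The genes drawn in the heat map of Figure 4b ran the way the picture shows, but none passed the adjusted threshold here. Of the 37 labels drawn as higher in miR-146a-deficient tumors, 29 had values high enough to test. All 29 had a positive log2 fold change, from 0.44 to 2.16, and 26 had an unadjusted p under 0.05 from limma. Of the 16 labels drawn as lower, 13 were tested, all 13 had a negative log2 fold change, and 7 had an unadjusted p under 0.05. These genes were picked from these same libraries, so their shared direction is not independent evidence. The higher labels include Gpnmb, C3ar1, Ms4a7, Siglec1 and Axl, which macrophages express. Grouped with C1qa after their values were seen, these 6 genes had a median log2 fold change of 0.99 and mean log2 values of 1.77 and 2.09 in the deficient and 0.82 to 1.25 in the sufficient tumors. The macrophage list fixed beforehand was higher with the preset correlation too (median 0.74). With the estimated correlation it did not pass (p = 0.0505 from camera, or 0.505 after adjustment over the lists). Oaf came closest, at 5.11 ± 0.393 RPKM (SD, n = 2) in the deficient and 0.637 ± 0.331 (SD, n = 4) in the sufficient tumors, with an adjusted p of 0.0819 from limma. With a pseudocount of 5 in place of 1, Oaf passed the threshold. Nrp2, on chromosome 1 of GRCm38 from 62703285 to 62818695, measured 1.52 and 7.98 RPKM in the deficient tumors and 0.0621 ± 0.0200 (SD, n = 4) in the sufficient tumors. Its log2 fold change of 2.16 had a standard error of 0.44 and an adjusted p of 0.532 from limma. Axl, on chromosome 7 from 25757273 to 25788705, measured 1.97 and 4.64 RPKM against 0.960 ± 0.141 (SD, n = 4), a log2 fold change of 1.06 (adjusted p = 0.893 from limma). Both genes were higher in the 2 deficient tumors than in each of the sufficient tumors (exact permutation test, p = 0.133).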

Of the differentially regulated genes, 53 genes are predicted to be miR-146a targets (Figure 4b). 

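Sites matching the miR-146a seed were about as frequent among genes that rose as among other genes. A site here is a match of at least 7 bases to the seed of miR-146a-5p in an annotated 3′UTR of GENCODE, which is not a TargetScan prediction; the TargetScan list was not used here. Of the 7 genes that were higher, 4 are protein-coding with an annotated 3′UTR, and 1 of these, Gm9008, has a site. Among the 10674 other tested protein-coding genes with a 3′UTR, 2275 (21.3%) have one (Fisher's exact test, p = 1). So few genes leave this comparison with little power. Among the 301 genes that were higher at an unadjusted p under 0.05, a cutoff added after the data were examined, 60 (19.9%) have a site, against 21.4% of the rest (Fisher's exact test, p = 0.617). With UTR length in a logistic regression, a site had an odds ratio of 0.98 (95% confidence interval 0.721 to 1.34) for a rise at that cutoff. The median log2 fold change was 0.15 for the 2276 genes with a site and 0.14 for the 8402 without. Within bins of equal UTR length, genes with a site lay slightly lower than permuted ones (permutation p = 0.0264, or 0.159 after adjustment over the 6 site tests run). The longest annotated 3′UTR of mouse Axl holds 1 site of 8 bases, and that of Nrp2 holds none. Other annotated 3′UTRs of Nrp2 are not reported here, so this does not exclude direct targeting. The paper reports Nrp2 as a further target of miR-146a from separate experiments.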

When we examined the genes that were upregulated, 29 out of 140 genes were predicted miR-146a targets (Figure 4c), and this did not represent a statistical enrichment. Next, we confirmed some of the findings by RT-qPCR in the larger set of tumor samples that we had collected. Four of the top ten genes from RNA sequencing had significantly different expression levels in the tumors when assayed by qPCR. These genes include *Jhy* and *Camk2b* (Figure 4d and 4f). *Jhy* is a recently described novel gene with no known function in oncogenesis or hematopoiesis; while *Camk2b* has a previously described putative role in epithelial cancer [24]. The gene *Dtx3*, which showed differential regulation by RNA-sequencing, was not differentially expressed in the larger set of tumor samples (Figure 4h). 

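Dtx3 RNA was higher in both miR-146a-deficient tumors, without passing the threshold over all genes. The gene encodes a protein of the deltex family and lies on chromosome 10 of GRCm38 from 127190378 to 127195728. It measured 5.05 and 14.6 RPKM in the deficient tumors and 1.43 ± 0.468 (SD, n = 4) in the sufficient tumors. The log2 fold change was 2.02 (standard error 0.39, adjusted p = 0.527 from limma). Each deficient tumor exceeded all sufficient tumors (exact permutation test, p = 0.133), and the deficient tumors differed from each other by more than the sufficient tumors did.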

Other genes that were differentially expressed included the putative target *Egr1*, with *Nrp2* showing a trend towards differential expression (Figure 4e and 4g). A third predicted target, *Axl*, failed to show differential regulation by qPCR in this larger set of samples (Figure 4i). Hence, the transcriptome data provided us with a starting point for understanding tumorigenesis, uncovering putative miR-146a targets in the setting of B-cell oncogenesis.

**Figure 4:**
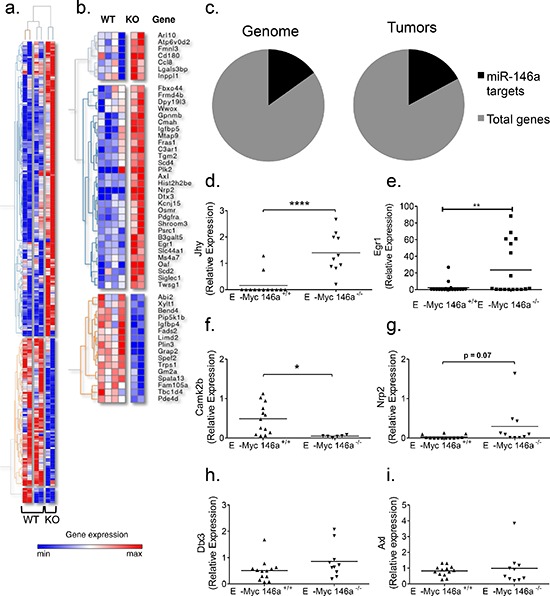
Gene expression analyses of Eμ-Myc driven tumors with miR-146a deficiency **a.** Genes differentially expressed between Eμ-Myc miR-146a^+/+^ and Eμ-Myc miR-146a^−/−^ tumors. **b.** Differentially expressed genes with miR-146a sites in their UTR as predicted by the TargetScan algorithm. The heat map color scale represents, for each gene, the relative expression level using the average mean gene expression as a reference. **c.** Graphical representation of the percentage of the genome (left) predicted to be targeted by miR-146a (2773 predicted targets out of 18, 393 annotated UTRs), compared with the percentage of upregulated genes in the tumor dataset (right) that are predicted miR-146a targets (29 predicted targets out of 169 upregulated genes). No statistically significant enrichment was found (Chi-square test). **d–i.** RT-qPCR of genes found to be differentially regulated by RNA-sequencing analysis, including *Jhy* (d; *t*-test, *p* < 0.0001), *Egr1* (e; *t*-test, *p* = 0.0086), *Camk2b* (f; *t*-test, *p* = 0.01), *Nrp2* (g; *t*-test, *p* = 0.0743), *Dtx3* (h; *t*-test, *p* = 0.127) and *Axl* (i; *t*-test, *p* = 0.616). The three genes on the left (*Jhy, Camk2b and Dtx3*) were amongst the most differentially regulated genes between the miR-146a sufficient and deficient tumors by RNA sequencing. The three genes on the right (*Egr1, Nrp2 and Axl*) represent putative targets of miR-146a (For RT-qPCR analysis *n* = 13 for Eμ-Myc miR-146a^+/+^ and *n* = 10 for Eμ-Myc miR-146a^−/−^ for panels d, g, h, i; *n* = 13 for Eμ-Myc miR-146a^+/+^ and *n* = 6 for Eμ-Myc miR-146a^−/−^ for panel f; *n* = 18 for Eμ-Myc miR-146a^+/+^ and *n* = 17 for Eμ-Myc miR-146a^−/−^ for panel e).

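Ranked by p over the 12751 genes tested, Jhy came 4th, Dtx3 16th and Camk2b 29th. Camk2b was nearly absent from the deficient tumors. It lies on chromosome 11 of GRCm38 from 5969644 to 6066362 and encodes a subunit of a calcium-dependent kinase. Its RPKM was 0.0232 ± 0.00169 (SD, n = 2) in the deficient and 4.50 ± 2.92 (SD, n = 4) in the sufficient tumors. Values in the sufficient tumors ranged from 1.15 to 8.28 RPKM. The log2 fold change of -2.25 had a standard error of 0.50 and an adjusted p of 0.731 from limma.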

### The transcriptome regulated by EGR1 is differentially regulated in miR-146a-deficient tumors

The early growth response-1 gene (*Egr1)*, has previously described functions in hematopoietic differentiation [25, 26]. Given that *Egr1* is overexpressed in miR-146a-deficient tumors, we undertook an analysis to determine whether the *Egr1* transcriptome is differentially regulated. 

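Egr1 RNA was low in all tumors and higher in both miR-146a-deficient tumors than in any sufficient tumor, without passing the threshold over all genes. Egr1 encodes a zinc finger transcription factor and lies on chromosome 18 of GRCm38 from 34859823 to 34864984. It measured 2.14 and 1.38 RPKM in the deficient tumors. In the sufficient tumors it measured 0.408 ± 0.0975 RPKM (SD, n = 4), with a highest value of 0.523. The log2 fold change was 0.96 (standard error 0.22), which ranked 37th by p, at an adjusted p of 0.796 from limma. The difference exceeds the spread within each group, and the exact two-sided permutation test gives p = 0.133, its smallest possible value. The longest annotated 3′UTR of the mouse gene, 1216 bases, holds no match to the miR-146a seed. From the higher expression of Egr1, the paper goes on to examine genes that EGR1 binds.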

Using a publically available ChIP-Seq dataset, we gathered a list of EGR1 transcription factor binding sites (TFBS) around known protein coding genes in three different human cell lines (K562, GM12878, and H1-hESC) [27]. This dataset was compared to the list of differentially regulated genes in miR-146a-deficient tumors that have human homologs (Supplementary Figure 6a–6b). Remarkably, genes that show TFBS for EGR1 were statistically overrepresented in the differentially regulated gene set from miR-146a-deficient tumors (Figure 5a). We then confirmed several targets of EGR1 that (i) were differentially regulated in the RNA-sequencing dataset and (ii)had been previously shown in the literature to be EGR1 targets or had EGR1 binding sites based on the ChIP-Seq datasets. 

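Of 5 genes that the paper profiled as EGR1 targets, Pttg1 was past the threshold, 3 others were higher in both deficient tumors without passing it, and Ephb6 was lower in both. Pttg1 encodes securin, a regulator of chromatid separation, and lies on chromosome 11 of GRCm38 from 43420250 to 43426251. It measured 32.3 ± 2.78 RPKM (SD, n = 2) in the deficient and 4.67 ± 1.56 (SD, n = 4) in the sufficient tumors, a log2 fold change of 2.59 (standard error 0.29, adjusted p = 0.0229 from limma). Pttg1 passed in 9 of 17 other settings. It did not pass without a filter on low values, among thymic tumors only, with tumor site as a covariate, with the replicate block, without sufficient replicate 1 or replicate 3, or without either deficient tumor, although its log2 fold change was 2.46 to 2.68 in these settings. Its start lies 0.0459 Mb from that of Mir146, the gene deleted in these mice. Cacna1h, a calcium channel subunit, measured 1.37 ± 0.144 RPKM (SD, n = 2) against 0.0575 ± 0.0432 (SD, n = 4), with an adjusted p of 0.280 from limma. It passed the threshold when genes of low value were not filtered out. C1qa, a complement component made by macrophages, measured 25.3 ± 3.41 RPKM (SD, n = 2) against 8.49 ± 4.86 (SD, n = 4). Nr4a1, a nuclear receptor, measured 6.89 ± 1.21 RPKM (SD, n = 2) against 2.48 ± 1.15 (SD, n = 4). The log2 fold changes of C1qa and Nr4a1 were 1.60 and 1.23, each with an adjusted p of 0.893 from limma, and 1.03 and 1.32 among thymic tumors only or with tumor site as a covariate. Ephb6, a receptor of the ephrin family, measured 0.0507 and 0.150 RPKM in the deficient tumors and 0.191 to 0.980 in the sufficient tumors (log2 fold change -0.47, adjusted p = 0.893 from limma).

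**Figure D2:**
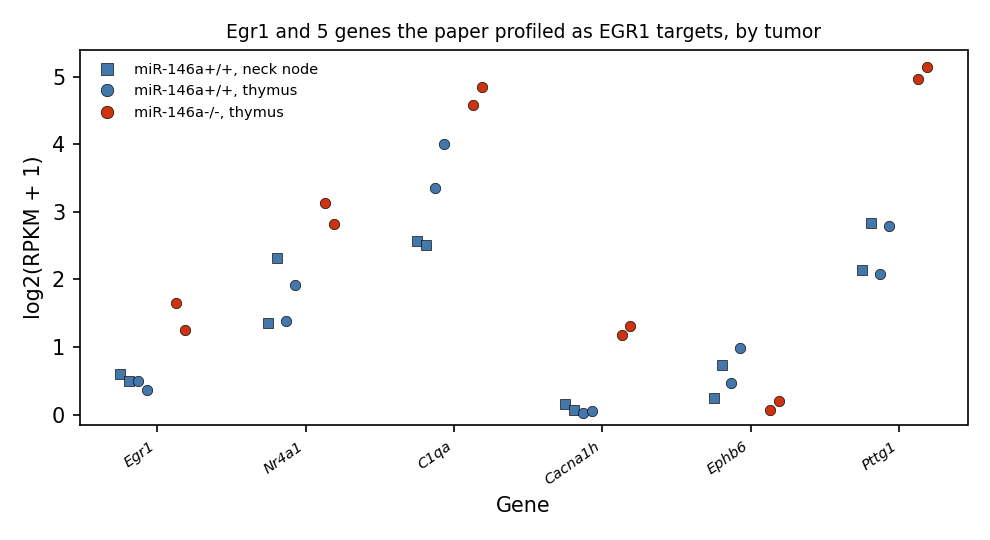
Values of Egr1 and of 5 genes profiled as its targets as log2(RPKM + 1), 1 point per tumor, squares for neck node and circles for thymus. The 2 deficient tumors (red) lie above the 4 sufficient tumors for all genes drawn except Ephb6, where they lie below.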

Several genes that are important in hematopoiesis and/or cancer were profiled in the larger set of tumors and showed a significantly differential regulation. These genes included *Mafb* (Figure 5b), *Nr4a1* (Figure 5c), *C1qa* (Figure 5d), *Cacna1 h* (Figure 5e), *Ephb6* (Figure 5f) and *Pttg1* (Figure 5g and Supplementary Figure 6c). Changes in gene expression in Egr1 and a subset of its targets were conserved in the subset of tumors derived from female mice, hinting that these molecular changes may underlie the increased lethality in the knockout mice (Supplementary Figure 5k–5n). Together, these findings indicate that miR-146a-regulated *Egr1* may represent a critical target that leads to the elaboration of a gene expression signature and the more aggressive phenotype observed during miR-146a-deficient, Eμ-Myc-mediated oncogenesis.

**Figure 5:**
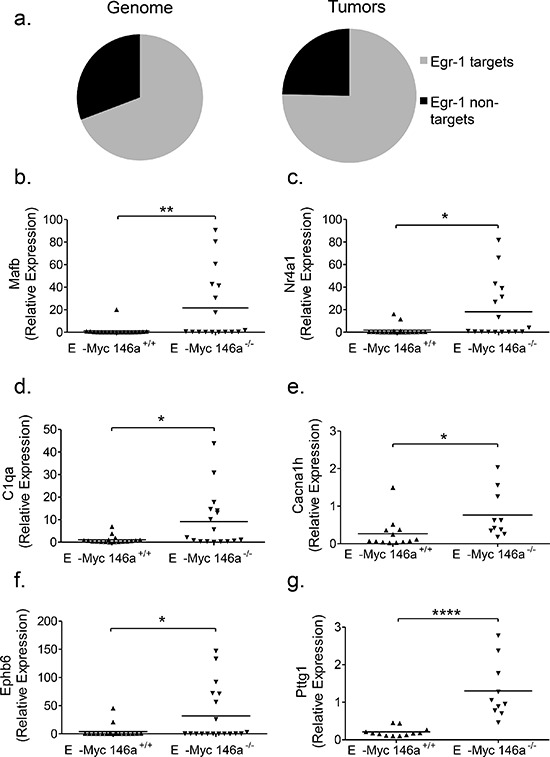
Genes with EGR1 transcription factor binding sites are enriched in Eμ-Myc driven tumors with miR-146a deficiency **a.** Graphical representation of the percentage of the genome (left) containing EGR1 TFBS (11136 TFBS out of 16288 genes that were conserved between human and mouse), compared with the percentage of differentially regulated genes in the tumor dataset (right) that show EGR1 TFBS (153 with TFBS out of 203 differentially regulated genes that are conserved between mouse and human). This difference was found to be statistically significant (Chi-square test, one-sided *p* = 0.0353). **b–g.** RT-qPCR confirmation of differentially regulated genes that show EGR1 TFBS, including *Mafb* (b; *t*-test, *p* = 0.0093), *Nr4a1* (c, *t*-test, *p* = 0.0126), *C1qa* (d; *t*-test, *p* = .0101), *Cacna1 h* (e; *t*-test, *p* =.0308), *Ephb6* (f; *t*-test, *p* = .0248), *Pttg1* (g; *t*-test, *p* < 0.0001). For these RT-qPCR analyses, *n* = 18 for Eμ-Myc miR-146a^+/+^ and *n* = 17 for Eμ-Myc miR-146a^−/−^.

### *Egr1* is regulated by miR-146a and overexpression of miR-146a has an anti-growth effect on B-cell lymphoma cell lines

To elucidate whether miR-146a targets *Egr1*, we examined the 3′ untranslated region (UTR) of the cDNA transcript. In the human *EGR1* sequence, there is a miR-146a 7-mer binding site located at position 111–117 of the 3′ UTR (Figure 6a). The DNA sequence surrounding this area is somewhat conserved between the human and the mouse, but the complete 7-mer site is not present in the mouse (Supplementary Figure 6d). To examine direct targeting, we cloned a 996 bp segment of the human *EGR1* 3′UTR into the pmiRGlo vector. Co-transfection of a miR-146a over- expression vector along with the luciferase-*EGR1* 3′UTR fusion construct showed significant repression of luciferase activity, compared to the empty vector, similar to that observed for *Traf6*. Mutation of the binding site for miR-146a in the EGR1 3′ UTR derepressed luciferase expression. A similar repression was not consistently observed for the murine Egr1 3′UTR (Figure 6b). Stable overexpression of miR-146a using a retroviral vector in the murine leukemia cell lines, 70Z/3 and WEHI-231 led to a repression of *Egr1* at both the transcript and protein levels (Figure 6c–6e, 6i–6j, 6l). In addition, overexpression of miR-146a led to decreased growth of both cell lines at baseline and following serum starvation (Figure 6f–6g, 6m–6n). Moreover, we observed repression of the EGR1 target, *Nr4a1* (Figure 6h, 6k), implicating the same sequence of regulation with miR-146a overexpression as that observed with miR-146a deficiency in the tumors. Moreover, miR-146a overexpressing cells showed a downregulation of Blimp1 and Bcl6 (Supplementary Figure 6i–6l), in line with the observations made in the tumors. In the human DLBCL cell line, SUDHL2, miR-146a overexpression led to repression of EGR1 as well as the expected target of miR-146a, TRAF6 (Figure 6o). Nrp2 was validated as an additional target of miR-146a (Supplementary Figure 6e–6h). These findings imply a role for miR-146a in the regulation of B-cell leukemia/lymphoma cell growth and demonstrate that in the human, miR-146a directly targets EGR1 via canonical 3′ UTR-mediated targeting. Hence, miR-146a overexpression and knockout results in significant effects on Egr1 and downstream gene expression, suggesting a conserved regulatory module in the human and mouse.

**Figure 6:**
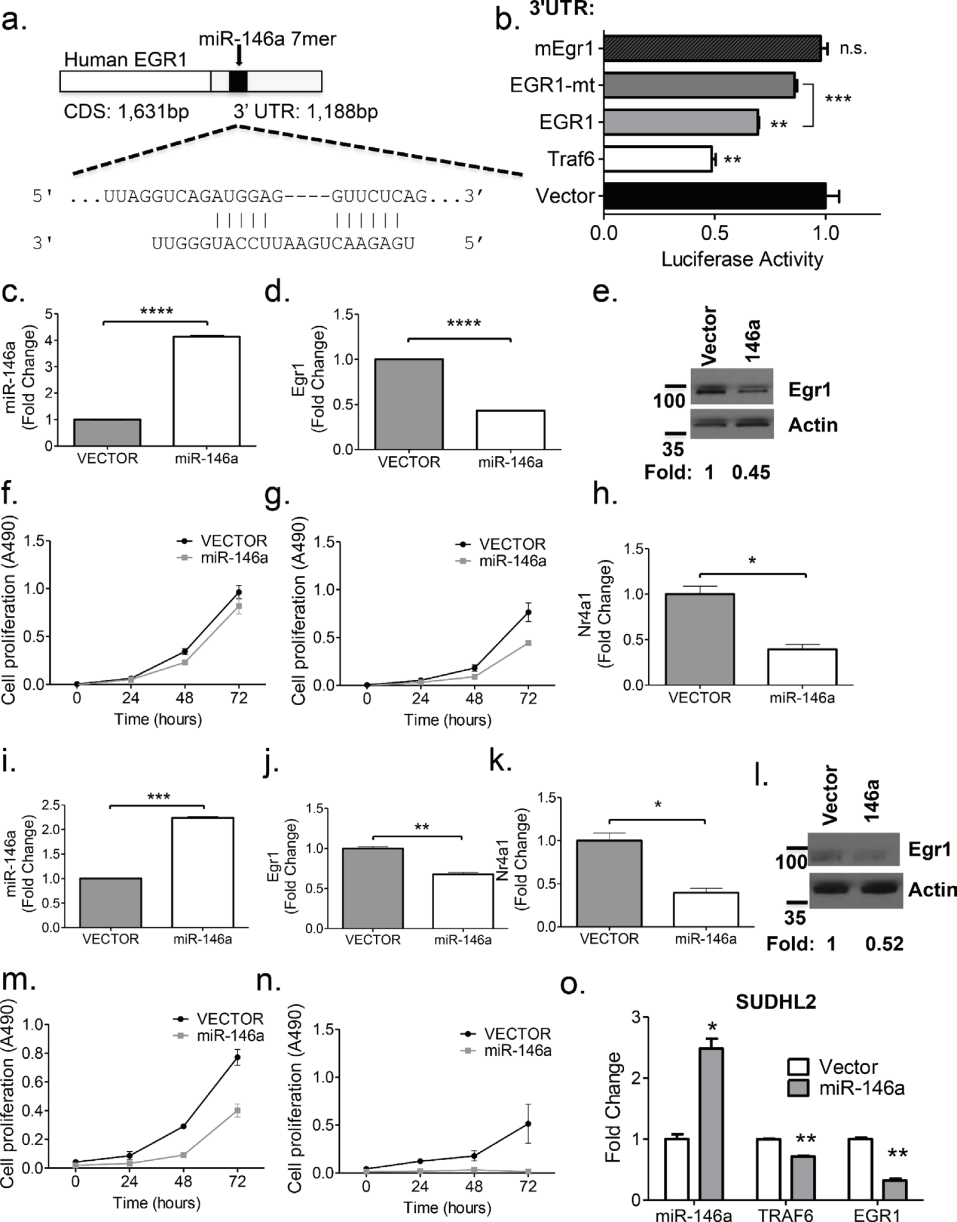
Egr1 is regulated by miR-146a **a.** The human EGR1 cDNA contains a 1, 188 bp 3′UTR that contains an intact miR-146a 7-mer binding site. Shown is a schematic of the binding between EGR1 and miR-146a. **b.** Luciferase assays quantitating repression with MGP/miR-146a co-transfection relative to MGP alone for each of the UTRs depicted. Each measurement is representative of firefly luciferase normalized to renilla luciferase, and was performed in duplicate, with the experiment was repeated at least three times (*T*-test; Traf6 v Vector, *p* = 0.0013; EGR1 vs. vector, *p* = 0.0077; EGR1 vs. mutant EGR1, *p* = 0.0002). **c–d.** RT-qPCR analyses of miR-146a and *Egr1*, respectively in the murine 70Z/3 cell line. **e.** Western Blot analysis confirms EGR1 repression with miR-146a over expression in the 70Z/3 cell line. Fold repression was computed using ImageJ software. **f–g.**. Cell proliferation (MTS) assays were performed using 70Z/3 cells transduced with either empty vector (MGP) or miR-146a over expressing vector (MGP-miR-146a). Basal growth is shown in (f), while growth in samples following 24 hours of serum starvation is shown in (g). **h.** RT-qPCR of the EGR1 target gene, *Nr4a1*, shows repression in miR-146a overexpressing cells. **i–k.** RT-qPCR analyses of miR-146a, *Egr1* and *Nr4a1*, respectively, in the murine WEHI-231 cell line. **l.** Western Blot analysis, as in (e), using the WEHI-231 cell line **m–n.** Cell proliferation (MTS) assays were used to measure basal growth and growth following 4 hours of serum starvation **o.** miR-146a overexpression in a human DLBCL cell line, SUDHL2 results in the repression of TRAF6 and EGR1. All comparisons were made with *T*-test for Figure 6c-o, with the following legend: *p < 0.05; **p < 0.005; ***p < 0.0005; ****p < 0.0001.

## DISCUSSION

In this manuscript we describe the modulation of tumorigenesis by the NF-κB induced tumor suppressor microRNA, miR-146a. miR-146a plays a very important role in immune cells and seems to be critical in modulating feedback inhibition of the NF-κB pathway. Its role in T-cells, myeloid cells and hematopoietic stem cells is well-established, with deletion of this miRNA leading to T-cell hyper activation, myeloid hyperplasia and tumors, and stem cell exhaustion [9, 11, 14, 16]. The role of miR-146a in the developmental sequence of B-cells is less understood. In young miR-146a-deficient mice, B-cell development appears to proceed normally, but by the age of six months, lymphoid follicles in the spleen and other lymphoid tissue demonstrate hyperplasia [9, 28]. Following this phase, myeloproliferative disease becomes the dominant phenotype and B-cell numbers drop as the mice age. Nonetheless, aged miR-146a-deficient mice show an increased incidence of B-cell malignancies. Interestingly, these tumors show a predilection for the lymph nodes, similar to what we have observed here with Eμ-Myc driven tumors.

miR-146a-deficient Eμ-Myc transgenic mice develop mature B-cell neoplasms with IgM and/or CD138 expression, leading to a higher proportion of lymph node tumors and leukemia in the peripheral blood. There is some heterogeneity in the proportion of Eμ-Myc mice reported to develop IgM+ tumors in the literature [29, 30], but our results have been consistently in the 20–30% range. The immunophenotypic differences, along with concordant gene expression changes (e.g., Blimp1 and Bcl6), indicate that miR-146a deficiency may alter the stage of B-cell development that is most susceptible to transformation by *c-Myc*. This is an interesting observation as B-cell neoplasms in humans that have increased levels of *c-Myc* can also derive from different stages of development (for example, B-lymphoblastic leukemia, Burkitt's lymphoma, DLBCL, and plasma cell myeloma) [31–35]. Here, the expression of a miRNA in an experimental model of Myc-mediated oncogenesis does alter the stage of B-cell oncogenesis. Although the relevance to human disease remains to be established, it is interesting to speculate that miRNA expression may have an important role in defining the cellular composition of lymphoma from a given driver mutation.

An important question raised by this study is whether the observed phenotypes occur as a consequence of cell-intrinsic or cell-extrinsic mechanisms. The primary tumor sites showed primarily B-cells, and histologically, the tumors appeared to be quite homogeneous. In miR-146a-deficient mice, T-cell activation is thought to occur as a consequence of repeated bouts of subclinical infection and inflammation without the “recalibrating” effects of miR-146a expression. We do not think this is a likely cause for the augmentation of oncogenesis, since the development of tumors under specific pathogen free conditions do not occur early in life in miR-146a singly-deficient mice. Heterozygotes did not show increased mortality in the presence of Eμ-Myc, whereas miR-146a heterozygosity alone causes inflammatory changes [9]. Hence, it is likely that increased tumorigenesis in our mice occurs primarily as a consequence of B-cell intrinsic mechanisms. However, we cannot entirely exclude a cell-extrinsic process driven by benign but hyperactivated T-cells. Future studies to address this issue will include producing B-cell specific knockouts and knock-ins of miR-146a to study disease progression, but are beyond the scope of the current study.

In an effort to further characterize tumorigenesis in these mice, we undertook gene expression analysis by high-throughput sequencing. 

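Few genes stood apart from the spread between tumors. At an unadjusted p under 0.05 from limma, 461 genes differed (3.62% of those tested), 367 higher and 94 lower in the deficient tumors. The groups did not overlap in 1167 genes that were higher and 266 that were lower, together 11.2% of genes where chance gives 13.3%. For scale, the 2 neck node tumors were set against the 2 thymic tumors among the sufficient tumors alone. There 19 of 12255 genes passed an adjusted p of 0.05 from limma, 17 of them higher in the neck node. This balance was not stable. It turned towards the thymus without sufficient replicate 2, which leaves a single neck node tumor. The neck node genes included neutrophil genes such as S100a8 and Ngp and salivary gland genes such as Bpifa2 and Smr3a, the latter 2 named after their values were seen. S100a8 measured 693 and 656 RPKM in the neck node and 103 and 103 RPKM in the thymus. Without a filter on low values no gene passed between the sites, and 1388 had an unadjusted p under 0.05.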

We have found that a small set of genes are significantly differentially regulated between miR-146a sufficient and deficient Eμ-Myc tumors. While the functional analysis did not reveal an overall pattern to the differentially regulated gene set, the individual genes do seem to be important in various aspects of tumorigenesis (Supplementary Table 2) [36, 37]. 

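With a preset correlation between genes, those of macrophages, fibroblasts and the immediate early response were higher as groups in the miR-146a-deficient tumors, and those of T and NK cells, neutrophils, erythroid cells and B-cell precursors were lower. With a correlation estimated from the tumors, none of these differences passed after adjustment. In all, 20 gene lists fixed before the data were examined were compared with the other genes by camera of limma. With the preset correlation of 0.01, 7 lists passed an adjusted p of 0.05. The macrophage list (19 genes tested) had a median log2 fold change of 0.74 (adjusted p = 1.87e-09 from camera; p = 0.0505 with the estimated correlation, or 0.505 after adjustment over the lists). Of its genes 17 had a positive fold change. No gene passed the threshold over all genes, and 6 passed when adjusted over the list alone. Apoe measured 80.9 ± 37.2 RPKM (SD, n = 2) in the deficient and 20.1 ± 3.96 (SD, n = 4) in the sufficient tumors. Lyz2, the most abundant gene of the list, did not rise over all tumors (144 ± 7.12 RPKM, SD, n = 2, against 166 ± 79.8, SD, n = 4). Its highest value, 271 RPKM, was in a neck node sufficient tumor. Among thymic tumors only, its log2 fold change turned slightly positive. The T and NK cell list (19 genes) had a median of -0.46 (adjusted p = 1.87e-09, and p = 0.0998 with the estimated correlation). It was -0.26 with tumor site as a covariate and -0.57 to -0.25 with 1 tumor left out. The neutrophil list (13 genes) had a median of -1.17 (adjusted p = 1.11e-08; p = 0.146 with the estimated correlation), which became -0.01 when thymic tumors alone were compared. The erythroid list (5 genes) had a median of -1.29 (p = 0.117 with the estimated correlation) and passed only while deficient replicate 1 was included. The fibroblast list (6 genes) had a median of 0.67 (p = 0.209 with the estimated correlation) and did not pass among thymic tumors. The dendritic cell, endothelial, thymic epithelium and interferon response lists, with medians of -0.12, 0.39, 0.17 and 0.29, did not pass. Nor did the cell cycle, Myc target and sterol and fatty acid synthesis lists, with medians of 0.06, 0.19 and 0.15. Some of these lists passed with the preset correlation in other settings, and none with the estimated one. Without a filter on low values these were the endothelial and interferon response lists. Without deficient replicate 2 the interferon response (0.63) and sterol and fatty acid synthesis (0.34) lists passed as higher and the thymic epithelium list (-0.49) as lower, and without sufficient replicate 1 the interferon response list (0.36). The cell cycle list passed as lower without sufficient replicate 4 (-0.0036) and with the replicate block (-0.18), and as higher with tumor site as a covariate (0.31).

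**Figure D3:**
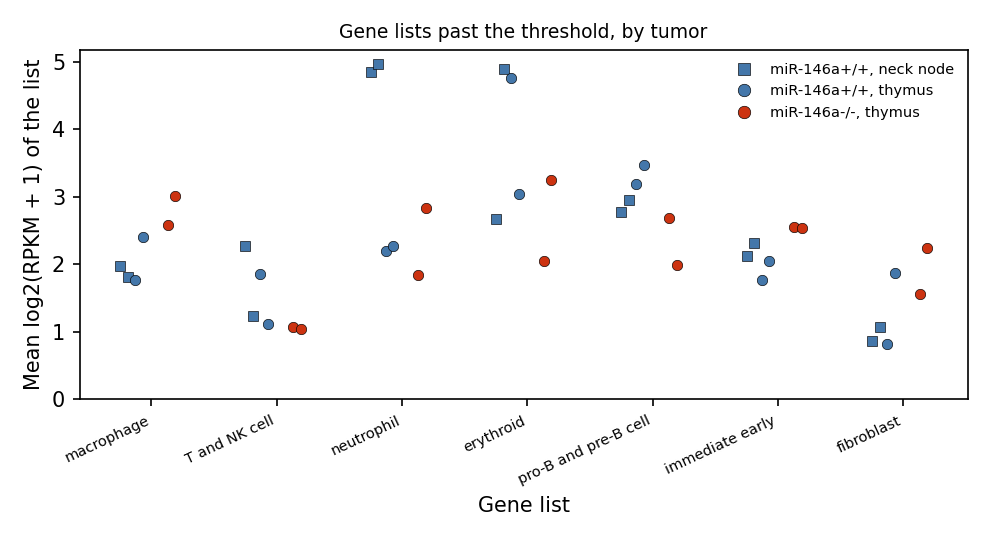
Mean log2(RPKM + 1) of the 7 gene lists past the threshold with the preset correlation, 1 point per tumor, squares for neck node and circles for thymus. With the estimated correlation none of these lists passed after adjustment. The neutrophil list lies at 4.84 and 4.97 in the neck node tumors and between 1.84 and 2.84 in the 4 thymic tumors of both genotypes.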

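Genes of early B-cell stages were lower as a group in the deficient tumors with the preset correlation and not after adjustment with the estimated one, while genes of mature B cells, germinal center B cells and plasma cells did not pass as groups. The pro-B and pre-B cell list (13 genes tested) had a median log2 fold change of -0.80 (adjusted p = 1.05e-05 from camera). With the estimated correlation its p was 0.00979 from camera, or 0.196 after adjustment over the lists. That estimate was 0.0146, close to the preset 0.01, so correlation between genes alone does not account for the list's higher p. Of its genes 11 had a negative fold change and none passed the threshold, over all genes or adjusted over the list alone. The median was -0.46 without deficient replicate 2, -0.49 without sufficient replicate 3 and -1.47 without deficient replicate 1. Il7r measured 1.92 ± 0.482 RPKM (SD, n = 2) in the deficient and 15.0 ± 17.5 (SD, n = 4) in the sufficient tumors, a spread as wide as the difference. Lef1 measured 0.173 and 0.0827 RPKM against 0.468 to 5.78. The mature B cell list (17 genes) had a median of 0.33 (adjusted p = 0.546 from camera). Only without deficient replicate 2 (median 0.48) did the list pass, with the preset correlation and not with the estimated one. Adjusted over the list alone, 1 of its genes was higher and 1 was lower, and none passed over all genes. Cd22 went from 49.8 ± 13.5 RPKM (SD, n = 4) in the sufficient to 96.0 ± 13.1 (SD, n = 2) in the deficient tumors. The germinal center list (4 genes) had a median of 0.22 and the plasma cell list (12 genes) a median of 0.16. Myc itself measured 680 ± 324 RPKM (SD, n = 2) in the deficient and 393 ± 126 (SD, n = 4) in the sufficient tumors, which overlapped (exact permutation test, p = 0.40).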

Amongst the differentially regulated genes, many have roles in oncogenesis and B-cell development. Perhaps the most interesting gene to be identified by our analysis is *Egr1*, a factor known to promote differentiation in the hematopoietic lineage. EGR1 transcriptionally induces a range of genes, and the differentially regulated gene set in miR-146a-deficient mice was enriched for these targets. Indeed, some of the most differentially regulated genes in our dataset were previously described targets of EGR1 or putative targets as defined by the presence of transcription factor binding sites. 

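Genes described as EGR1 targets did not pass as a group, except without a filter on low values. Immediate early genes other than Egr1 were higher as a group with the preset correlation between genes and did not pass with the estimated one. The list of 15 tested EGR1 targets, which leaves out genes the paper picked from these libraries, had a median log2 fold change of 0.20 (adjusted p = 0.651 from camera). Of these genes 10 had a positive and 5 a negative fold change, and none passed the threshold, over all genes or adjusted over the list alone. Without a filter on low values, 21 members were tested and the list passed with the preset correlation (median 0.20, adjusted p = 0.0359 from camera, against 0.428 to 0.985 in the other settings), but not with the estimated one (p = 0.238). In the main setting Tgfb1 was the single member with an unadjusted p under 0.05, at 33.5 ± 1.43 RPKM (SD, n = 2) in the deficient and 20.2 ± 7.45 (SD, n = 4) in the sufficient tumors. The immediate early list (14 genes) had a median of 0.55 (adjusted p = 0.00144 from camera; p = 0.170 with the estimated correlation, or 0.566 after adjustment over the lists). Of its genes 13 had a positive fold change. Without deficient replicate 1 (median 0.49), or with the shared replicate numbers as a block (0.39), this list did not pass with the preset correlation either. Dusp1 measured 2.20 ± 0.724 RPKM (SD, n = 2) against 0.927 ± 0.285 (SD, n = 4), and Zfp36 measured 28.2 ± 9.72 RPKM (SD, n = 2) against 14.6 ± 4.89 (SD, n = 4).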

Critically, miR-146a regulates *Egr1*, and provides an explanation for the observed phenotypic differences in the tumors from these mice. However, we must note that direct targeting was only seen with the human EGR1 3′UTR, and hence the mechanism of this regulation in the mouse may be indirect. This could include non-canonical mechanisms of miRNA targeting (such as in the 5′UTR) and/or indirect regulation.

miR-146a overexpression changes the growth of murine B-cell lines, suggesting the importance of the EGR1-mediated transcription program in maintaining growth of these cells. Notably, miR-146a overexpression also led to the repression of certain mRNAs that are important in B-cell differentiation including Blimp1 and Bcl6, once again supporting the notion of miR-146a playing a role in the maturation stage of the tumor cells. This is line with prior reports showing that expression of an Egr1 transgene supported the development of progenitor cells into mature, IgM-expressing B-cells [26]. Interestingly, some of the genes that contain TFBS for EGR1 are also regulated by miR-146a (for example, *Nrp2*), suggesting that miR-146a may target several points in the same pathway during B-cell oncogenesis. Downstream, genes without a defined role in B-cell neoplasms were also identified. *Pttg1* is overexpressed in a wide variety of endocrine and non-endocrine tumors, modulates tumor invasiveness and recurrence in several systems, and has functions in chromatid separation and cell cycle progression [38]. *Jhy* is another gene we identified whose deficiency causes juvenile hydrocephalus in mice [39]. It will be of great interest to study how miR-146a deficiency causes differential regulation of these novel genes and what their roles are in normal and malignant B-lymphopoiesis.

Our findings also point to the cell-type specific nature of miRNA mediated regulation. The targets uncovered in a malignant B-cell are different than those found in an activated T-cell or a myeloid cell. For example, our findings suggest that *Traf6* and *Irak1*, which are highly important in the elaboration of myeloid phenotypes, may not be as important in B-cell oncogenesis, particularly that induced by *c-Myc*, as these genes were not differentially regulated in the tumors that we examined (data not shown). These findings highlight the need for experimental work in carefully defined physiological and pathological systems to comprehensively understand miRNA function.

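Traf6 and Irak1 did not pass the threshold between the groups of tumors. Traf6, on chromosome 2 of GRCm38 from 101678429 to 101701669, measured 10.0 ± 1.79 RPKM (SD, n = 2) in the deficient and 9.25 ± 1.24 (SD, n = 4) in the sufficient tumors. Its log2 fold change of 0.11 (standard error 0.23, adjusted p = 0.935 from limma) lay below the median of all genes, and was -0.060 without deficient replicate 2. The groups overlapped (exact permutation test, p = 0.533). Irak1, on chromosome X from 74013914 to 74023918, measured 27.7 ± 7.55 RPKM (SD, n = 2) against 21.8 ± 1.52 (SD, n = 4), a log2 fold change of 0.31 (standard error 0.22, adjusted p = 0.893 from limma). It rests on deficient replicate 2, at 33.0 RPKM above all sufficient tumors, while replicate 1, at 22.4, lay among them. The log2 fold change of Irak1 was 0.035 without replicate 2 and 0.58 without replicate 1. The longest 3′UTR of mouse Traf6 holds 4 seed matches of 8 bases, and that of Irak1 holds 2. The 11 tested genes described as miR-146a targets had a median log2 fold change of 0.02 (adjusted p = 0.577 from camera), 6 positive and 5 negative. The 18 tested NF-κB target genes had a median of -0.08 (adjusted p = 0.156 from camera). Without sufficient replicate 3 (median -0.15) the list passed as lower with the preset correlation and not with the estimated one. Its median was -0.16 to 0.10 with 1 tumor left out and 0.030 with the replicate block.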

In summary, we show that concurrent *c-Myc* overexpression coupled with the absence of a *bona fide* tumor suppressor miRNA leads to more aggressive tumor due to a small set of genes that are regulated directly or indirectly by miR-146a. Our novel set of targets may indicate that miR-146a regulates components of signaling networks other than the NF-κB inflammatory pathway. Hence, our work opens the door to new areas of investigation in B-cell oncogenesis and miRNA biology.

## MATERIALS AND METHODS

### Mice

miR-146a-deficient (miR-146a^−/−^) mice were developed as previously described [9, 11, 16]. Eμ-Myc mice were purchased from Jackson laboratories and housed under pathogen free conditions at the University of California, Los Angeles [40]. Eμ-Myc and miR-146a^−/−^mice were bred to obtain Eμ-Myc miR-146a^+/−^mice with further miR-146a^−/−^ intercross producing Eμ-Myc miR-146a^−/−^ mice. Mice were monitored for tumors and sacrificed when they became pre-moribund indicated by the following criteria: tumors larger than 1.5cm, emaciation, or any other signs of distress. All mouse studies were approved by the UCLA Office of Animal Research Oversight.

### Flow cytometry

Blood, bone marrow, spleen, and lymph node tumors were collected from the mice under sterile conditions. Single cell suspensions were lysed in red blood cell lysis buffer. Fluorochrome conjugated antibodies against B220, CD3ε, CD11b, Ter119, CD19, IgM, CD80, CD138, CD44, CD21, CD23, and CD5 were used for staining (all antibodies obtained from Biolegend). Flow cytometry was performed on a FACSAria and analysis performed using FlowJo software. Dichotomization of flow cytometric measurements was accomplished by visual inspection of the data and identification of clusters within the data. These were then validated by comparison of the means and averages of the two clusters. For CD138, this was accomplished by examining the Mean Fluorescence Intensity and determining that the low expression cluster had a mean MFI, 154.0 ± 13.96 (N = 30) and 557.6 ± 71.87 (*N* = 7) for the high CD138 samples (*p* < 0.0001 for this comparison).

### Histopathology

Organs were collected after necropsy and fixed in 10% neutral buffered formalin. These were then embedded in paraffin, processed for hematoxylin and eosin staining by the Translational Pathology Core Laboratory at UCLA. Histopathologic analysis was performed by a board certified hematopathologist (D.S.R). The degree of splenic involvement was scored on a 4-point scale for red and white pulp involvement. Analysis of dichotomized or ordinal-type histopathologic data was accomplished by the use of Fisher's Exact Test.

### Statistical analyses

Figures are graphed as mean with the standard deviation of the mean (SD) for continuous numerical data. Bar graphs are employed to show dichotomized or ordinal-type histopathologic data. Student's *t*-test, Fisher's exact test, Chi square test, and Kaplan-Meier survival analysis were performed using GraphPad Prism software, applied to each experiment as described in the figure legends.

### RNA-sequencing and analysis

Total RNA was extracted from tumors using Trizol combined with Qiagen miRNEasy mini kit with additional on column DNAse I digestion. Following isolation of RNA, cDNA libraries were built using the Illumina(San Diego, CA) TrueSeq RNA Sample Preparation kit V2 (RS-122–2001). An Agilent Bioanalyzer was used to determine RNA quality (RIN > 8) prior to sequencing. RNA-Seq libraries were sequenced on an Illumina HiSeq 2000 (single-end 100bp). Raw sequence files were obtained using Illumina's proprietary software and will be made available at NCBI's Gene Expression Omnibus resource. RNA-Seq reads were aligned using STAR v2.3.0 [41]. The GRCm38 assembly (mm10) of the mouse genome and the junction database from Ensembl's gene annotation (release 71) were used as reference for STAR. The count matrix for genes in Ensembl's genome annotation (excluding rRNAs, Mt_rRNAs and Mt_tRNAs) was generated with HTSeq-count v0.5.4p3 (http://www-huber.embl.de/users/anders/HTSeq/) and normalized using the geometric mean across samples [42]. DESeq v1.14.0 [42] was used to classify genes as differentially expressed (Benjamini-Hochberg adjusted *p*-value < 0.05). Moderate fold changes between conditions were obtained from variance-stabilized data [42]. Functional annotation of differentially expressed genes was generated through the use of DAVID [36, 37]. Hierarchical gene clustering was performed with GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/). To display the heatmap, the expression levels were re-scaled so that, for each gene, the limits of the color scale correspond to the minimum and maximum expression levels across all samples.

### EGR1 transcription factor binding site analysis

Publically available ENCODE data for EGR1 Transcription Factor Binding Site ChIP-Seq Uniform Peak analysis was downloaded from the UCSC Genome Browser for the K562, H1-hESC, and GM12878 cell lines [27]. For each line, the locations for all EGR1 Transcription Factor Binding Sites (TFBS) were grouped based on the closest known gene based using the UCSC Main (hg19) ccds gene list. The genes with one or more TFBS were compared to the mouse (mm10) RNASeq data set to identify genes that were differentially expressed in the miR-146a-deficient tumors and also had at least one EGR1 TFBS in close proximity to the gene (defined as 3 kb). A Chi-Square test was performed with one degree of freedom to compare the relative frequency of EGR1 TFBS in the differentially expressed dataset (Observed) with the frequency across the genome (Expected). Only the mouse genes with a human homolog (total of 16288 genes) were used.

### RT-qPCR

RNA collected from the murine tumors was reverse transcribed using qScript reagent and PerfeCTa SYBR Green FastMix reagent (Quanta Biosciences) or TaqMan MicroRNA Assay (Life Technologies). Primer sequences used are listed in Supplementary Table 1.

### Western blot

Tumor cell suspensions were lysed in RIPA buffer (Boston BioProducts) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific). Equal amounts of protein lysate (as quantified by using bicinchoninic acid protein assay, BCA (Thermo Scientific)) were electrophoresed on a 5–12% SDS–PAGE and electroblotted onto a nitrocellulose membrane. Antibodies used were c-MYC Rabbit polyclonal (#9402), EGR1 (44D5) Rabbit monoclonal (all antibodies from Cell Signaling), and ß-Actin (AC15) mouse monoclonal antibody (Sigma Aldrich). Secondary HRP-conjugated antibodies were purchased from Santa Cruz Biotechnology.

### MTS assay

Cell proliferation was measured using the Promega Cell Titer 96 Aqueous Non-Radioactive Cell Proliferation Assay kit. After addition of reagent according to the manufacturer's protocol, cells were incubated at 37°, 5% CO_2_ for 4 hours and absorbance was measured at 490 nm.

### Luciferase assays

A 996-bp segment of the human *EGR1* 3′UTR containing the miR-146a site was cloned into the pmiRGlo dual luciferase vector (Promega). A similar cloning strategy was used to clone murine Egr1 3′UTR and the Nrp2 UTR (see Supplementary Table 1). For mutation of the miR-146a binding site, we utilized site-directed mutagenesis as previously described using the primers shown in Supplementary Table 1 [43]. Co-transfections were performed with Lipofectamine 2000 (Life Technologies) as per the manufacturer's instructions. Cells were lysed after 24 hours, substrate was added and luminescence was measured on a Glomax-Multi Jr (Promega).

### Genotyping for miR-146a mice and c-Myc mice

Mice were genotyped for miR-146a deletion and Eμ-Myc presence using DNA extracted from tail samples. Genotyping for miR-146a deletion was done as described previously [11]. Primers are listed in Supplementary Table 1.

## SUPPLEMENTARY FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

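RNA from 4 Eμ-Myc miR-146a+/+ tumors and 2 Eμ-Myc miR-146a-/- tumors was measured by RNA-sequencing. The authors aligned single-end reads to GRCm38 (mm10) with STAR 2.3.0 and counted reads per Ensembl gene with HTSeq 0.5.4p3. The authors tested the counts with DESeq, whose version is 1.12.1 in the sample labels. The deposited file holds RPKM values, 1 per gene and tumor. The authors do not state the gene lengths or the depths behind them. No counts are given, so no count model was run. Depth could not be recovered either: estimates of relative depth from the steps between low values changed with the smoothing used, and none is given. Tumors are therefore compared without counting intervals, and their spread is the measure of precision.

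The main test, the gene lists, the alternatives and the rule for named genes were written before the data were examined. The plan gave limma on log2(value + 1) with trend for normalized values, and limma 3.58.1 in R 4.3.3 was used. The planned filter of counts was not applicable to RPKM. In its place, genes with an RPKM of at least 0.5 in at least 2 tumors were kept, a level set once the unit was known and before any test was run. This left 12751 of 38293 genes. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. Named genes are those the paper names, the labels of Fig. 4b, members of the lists, and the genes past the threshold whose groups do not overlap. The rule's minimum mean in counts could not be applied, and all 8 genes past the threshold are named. Some genes that fall under the rule are not reported here. Genes named outside the rule are said to have been chosen after their values were seen.

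Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation beside it, adjusted over 20 lists. The cell type lists cover macrophage, dendritic cell, neutrophil, T and NK cell, erythroid, fibroblast, endothelial, thymic epithelium, pro-B and pre-B cell, mature B cell, plasma cell and germinal center genes. The others are the immediate early, EGR1 target, NF-kB target, described miR-146a target, Myc target, cell cycle, interferon response and sterol and fatty acid synthesis lists. Single genes were also compared by exact two-sided permutation tests over the 15 splits of 4 and 2 tumors, with SciPy 1.17.1. Coordinates and 3′UTRs were taken from GENCODE M21, which is on the same assembly as the file and newer than the annotation the authors used. Gm15459 has no location in it. Sites are matches of at least 7 bases to the seed of miR-146a-5p.

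The test was tried on simulated data with 12751 genes and 4 against 2 tumors, 20 times. It recovered 14.2% of genes changed 2-fold, 84.2% of those changed 4-fold and 96.8% of those changed 8-fold. There were 10.8 false calls per simulation on average. Each simulation held 200 changed genes, against 8 called in the real data. Recovery was not broken down by expression, so these rates do not give the power for genes of low RPKM such as Egr1. Camera with the preset correlation called 20 of 20 lists shifted 2-fold and 0 unchanged lists. The simulated genes were independent, so this does not test the effect of correlation between genes. Camera with the estimated correlation was not tried on simulated data, so its power is unknown and its lack of calls is weak evidence.

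Alternatives changed the filter, the pseudocount, the threshold, the tumors included, the block of replicate numbers and the use of tumor site. The block compares the deficient tumors with the neck node sufficient tumors only, so it does not separate genotype from tumor site. Added after the data were examined were median-ratio scaling, quantile normalization, a pseudocount of 0.1, limma without trend, limma with a robust prior, and several of the site and window tests. DESeq2 and a fit of technical runs, both planned, were not run because the file holds neither counts nor runs. The TargetScan and ChIP-Seq lists, the RT-qPCR, the flow cytometry and the cell lines were not analysed here.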

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

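All tests of explanations in this part were chosen after the results were seen; the gene lists, the comparison of tumor sites and the thymic-only setting were planned.

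Neutrophil genes were lower in the miR-146a-deficient tumors with the preset correlation (median log2 fold change -1.17) and did not pass with the estimated one (p = 0.146, or 0.566 after adjustment over the lists), and 19 genes differed by tumor site among the sufficient tumors, in data the paper does not discuss. Among the sufficient tumors, the neutrophil list was lower in the thymus than in the neck node by a median of -2.70 on the log2 scale. Among thymic tumors the difference between genotypes was -0.0090 (SD over 10 genes 0.41), and -0.52 to 0.60 over the pairs of a deficient and a sufficient tumor. These values argue against loss of miR-146a as the whole source of the difference and are consistent with tumor site, since both deficient tumors are thymic. Age differs with site among the sufficient tumors, and its part was not tested.

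Genes 9930111J21Rik2 and Pttg1, past the threshold, lie on chromosome 11 with Mir146, and several other changed genes are pseudogenes or related copies. The median log2 fold change of chromosome 11 relative to all genes was -0.0010 (95% interval -0.02 to 0.02, 1113 genes), which argues against a gain or loss of the whole chromosome. For the pair of copies, the summed RPKM of 9930111J21Rik1 and 9930111J21Rik2 was 9.21 on average in the deficient tumors, within the 8.60 to 18.7 of the sufficient tumors, so reads moving between the copies are a candidate explanation for that fall. This does not carry over to Tpm3-rs7, where the sum with Tpm3 was 263 RPKM in the deficient and 78.9 to 116 in the sufficient tumors. A variant chromosome segment carried with the knockout allele was tested by the share of genes near Mir146 at an unadjusted p under 0.001. With the changed genes left out, 0 of 92 genes within 10 Mb passed (Fisher's exact test, p = 1), and with them 2 of 94 (Fisher's exact test, p = 0.0123). Within 15 Mb, a width chosen knowing that Lyrm7 and Atox1 lie there, 2 of 169 passed without the changed genes (Fisher's exact test, p = 0.0164) and 4 of 171 with them (Fisher's exact test, p = 0.000227). The outcome turns on the window and on genes that showed the pattern, so a carried segment and an effect of miR-146a cannot be told apart here.

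Macrophage genes were higher in the deficient tumors with the preset correlation (median 0.74) and did not pass as a list with the estimated one. The list's mean log2 value was 2.58 and 3.01 in the deficient tumors and 1.76 to 2.40 in the sufficient tumors of both sites. With the preset correlation it stayed past the threshold with tumor site as a covariate (median 0.58, adjusted p = 0.000187 from camera) and among thymic tumors (0.58, adjusted p = 0.000180), while the neutrophil list had medians of 0.03 and -0.01 there. Among thymic tumors the list's median relative to all genes was 0.39, from 0.097 to 0.90 over the pairs of a deficient and a sufficient tumor, and the list had a p of 0.299 there with the estimated correlation (0.921 after adjustment over the lists) and of 0.235 with the covariate. Tumor site and genotype cannot be told apart for this list, since the corrected difference passes with 1 correlation and not with the other, and both corrections compare the same 4 thymic tumors. More macrophage RNA in the deficient tumors may explain the rise, and C1qc, C1qb and Cd68 had log2 fold changes of 1.61, 1.42 and 1.16 (1.29, 0.80 and 1.38 among thymic tumors). Lyz2, at 158 RPKM the most abundant, had a log2 fold change of -0.07, which turned slightly positive among thymic tumors only and with tumor site as a covariate. The list had a p of 0.0505 with the estimated correlation, or 0.505 after adjustment over the lists. More macrophages and a change within macrophages or tumor cells cannot be told apart, since no cells were separated.

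The number of changed genes was 8 in the real grouping, and 3 of the 15 splits of the tumors into 4 and 2 gave at least as many. The highest other split gave 26; it sets the 2 neck node tumors against the rest and so points to a structure by site. With 15 splits a share under 0.05 is out of reach.

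Among 43 tests of a single sufficient tumor lying far from the other 3, 3 met the criterion, where chance gives about 1 in 20. All concern replicate 3: its sterol and fatty acid synthesis list (mean log2 value 3.46, others 3.86 to 3.93), its Itgam (log2 value 1.15, others 2.31 to 2.53) and its median ratio to the other tumors (0.822, others 1.00 to 1.04).

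The deficient tumor of replicate 2, labelled female, held 24.6 RPKM of the Y-linked gene Ddx3y and 5.33 of Kdm5d, as the male tumors did, against 0.130 and 0.0863 in replicate 1. Without this tumor, 5 genes passed from replicate 1 alone. Of these, Tpm3-rs7 and Gm15459 measured 194 and 440 RPKM in replicate 2, against at most 13.9 and 32.4 in the sufficient tumors, as its genotype label has it. The other 3 were Xist and the Y-linked genes Ddx3y and Eif2s3y, where it measured 1819, 24.6 and 24.1 RPKM, near the male tumors. Whether the label or the sample is wrong was not tested.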

How the results depend on the processing

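Median-ratio scaling, quantile normalization, the pseudocount of 0.1, limma without trend, limma with a robust prior, the settings that leave out a tumor from the comparison of sites, and the share of sites at an unadjusted p were chosen after seeing the data. The other settings were planned.

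The count of changed genes fell among thymic tumors only, with tumor site as a covariate and with the replicate block, while the fold changes of the genes that lost their calls stayed close. Against 7 higher, 1 lower and 8 changed genes, the counts were 3, 0 and 3 among thymic tumors only and 3, 0 and 3 with tumor site as a covariate. In these 2 settings the log2 fold changes were 3.57 for Jhy, 2.62 for Pttg1, -2.65 for 9930111J21Rik2, 1.89 for Gm8778 and 2.62 for RP23-337J16.5, against 3.57, 2.59, -2.85, 1.88 and 2.62, so the losses do not show a dependence on site. Their standard errors rose, for Jhy from 0.33 to 0.44 among thymic tumors and 0.41 with the covariate, with 2 and 3 residual degrees of freedom in place of 4. Leaving out 1 tumor gave 3 to 8 higher, 0 to 4 lower and 4 to 9 changed genes; where 1 deficient tumor remained, it was assumed to vary like the others, and 2 of the 8 genes remained without either one. Only 4 of the 8 were tested there, since the other 4 are near 0 in the sufficient tumors and no longer met the filter, which says nothing of their stability; Pttg1 (2.51 and 2.68) and 9930111J21Rik2 (-2.86 and -2.84) were tested and did not pass. Without sufficient replicate 3, 3 of the 8 remained, and without a filter 4, as Jhy, RP23-337J16.5, 9930111J21Rik2 and Pttg1 no longer passed. No gene was lower without a filter or with a pseudocount of 5 (0 in both). At an adjusted p below 0.01, 5 genes changed and 0 were lower. The 8 genes were all kept under median-ratio scaling, quantile normalization, the pseudocount of 0.5, no trend and the robust prior, and Gm15459 passed in all 17 settings. The cause of the other losses was not tested.

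The replicate numbers are only shared numbers: tumors with the same number had correlations of deviations of 0.019 and 0.21. With the replicate block, 1 gene was higher, 0 were lower and 1 changed. The immediate early list then had a median of 0.39 and did not pass, and by the set test the direction turned for the EGR1 target list (median 0.16) and the Myc target list (-0.034), while the cell cycle list passed as lower (-0.18). The neutrophil median was -2.37 with the block, against -1.17 in the main setting, and that list passed with the preset correlation in both. Sufficient replicates 3 and 4, both thymic, have no deficient tumor of the same number and do not inform the block's genotype difference. The block thus compares thymic deficient tumors with neck node sufficient tumors, with 1 residual degree of freedom. It cannot separate genotype from tumor site, and its results are not a check of stability.

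The Egr1 log2 fold change was positive in all settings, from 0.32 with a pseudocount of 5 to 1.86 with one of 0.1, and never passed the threshold; leaving out 1 tumor gave 0.76 to 1.16.

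With the estimated correlation no gene list passed after adjustment in any setting (0 of 20 in each), so the calls that follow hold for the preset correlation only. With it 7 lists passed in the main setting, 10 without a filter and 5 to 11 with 1 tumor left out. The macrophage, T and NK cell, and pro-B and pre-B cell lists passed in all settings. Gained without a filter were the EGR1 target (0.20), endothelial (0.058) and interferon response (0.23) lists; without deficient replicate 2 the interferon response, sterol and fatty acid synthesis, mature B cell and thymic epithelium lists; and without sufficient replicates 1, 3 and 4 the interferon response, NF-kB target (-0.15) and cell cycle lists. Among thymic tumors only, the neutrophil list (median -0.0090) and the fibroblast list (0.43) did not pass, nor with site as a covariate (0.025 and 0.43). With 1 tumor left out, the erythroid medians were -2.06 to -0.74 and the immediate early medians 0.36 to 0.65; both lists failed without deficient replicate 1. Of the other lists past the threshold in the main setting, those below also moved by over 1.5 times. The pro-B and pre-B cell median was -1.47 and -0.46 without deficient replicates 1 and 2, and -0.49 without sufficient replicate 3. The T and NK cell median was -0.57 to -0.25 (highest without sufficient replicate 1). The neutrophil median was -2.37 with the replicate block and -1.66 to -0.64 with 1 tumor left out. It was -0.64, -0.73 and -0.75 without sufficient replicate 2, deficient replicate 1 and sufficient replicate 1. The fibroblast median was 0.36 to 0.94 (lowest without deficient replicate 2). Of lists not past it, NF-kB target medians were -0.16 to 0.10, dendritic cell -0.28 to 0.067 and described miR-146a target -0.069 to 0.072. Without a filter the erythroid median was -0.10 and the fibroblast median 0.36, both past the threshold.

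Lists that had not passed turned direction by the set test, which compares them with other genes. Among thymic tumors only these were cell cycle (median 0.31), endothelial (0.12), plasma cell (0.22) and thymic epithelium (0.16). With tumor site as a covariate their medians were 0.31 (past the threshold), 0.18, 0.22 and 0.16. The Myc target list turned under median-ratio scaling (0.019) and the plasma cell list under quantile normalization (0.032). With 1 tumor left out, lists that turned had these ranges: cell cycle -0.026 to 0.14, EGR1 target 0.0035 to 0.32, endothelial -0.036 to 0.75, interferon response -0.14 to 0.63, mature B cell 0.21 to 0.48, Myc target 0.011 to 0.26, plasma cell -0.064 to 0.19, sterol and fatty acid synthesis -0.061 to 0.34 and thymic epithelium -0.49 to 1.11.

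Of 72 named genes other than Egr1, 65 kept their direction throughout, as did 1170 of 1190 values. Traf6 was -0.039 among thymic tumors only, -0.039 with site as a covariate, -0.055 under median-ratio scaling and -0.051 under quantile normalization. Sdc1 was -0.19, -0.19 and, under quantile normalization, -0.021. Lyz2 was 0.14 and 0.14, and Ngp 0.53 and 0.53, among thymic tumors only and with the covariate. With 1 tumor left out the ranges were Traf6 -0.060 to 0.27, Sdc1 -0.44 to 0.64, Lyz2 -0.31 to 0.20, Xist -0.064 to 9.35, Ddx3y -4.28 to 0.22 and Eif2s3y -4.06 to 0.28.

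Between tumor sites, 19 genes differed, 0 without a filter and 11 to 67 with 1 tumor left out. Among higher genes the share with a seed match was 25%, 0% for 8-mer sites only, 0% among thymic tumors only, 50% with tumor site as a covariate, 50% with a pseudocount of 5, 33.3% without a filter, 0 to 50% with 1 tumor left out and 19.9% at an unadjusted p; 4 or fewer genes stand behind each except the last. The replicate block left no gene for this share. DESeq2 and the fit of technical runs were not run, for want of counts and runs. Depth is unknown, so what it limits cannot be stated.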

Differences from the paper's values

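The paper reports 249 differentially regulated genes at an adjusted p of 0.05 or lower, and 8 changed at that threshold here. The paper gives 140 upregulated genes in its Results and 169 in the legend of Figure 4c, and 7 were higher here. The paper tested counts with DESeq, and RPKM values were tested here with limma. No alternative set before the data were examined came within 1.5 times of these values of the paper: its planned settings changed 1 to 9 genes, with 1 to 8 higher.

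The paper names Camk2b, Dtx3, Egr1, Nrp2, Axl, Nr4a1, C1qa, Cacna1h and Ephb6 among genes differentially regulated in its RNA-sequencing. None passed an adjusted p of 0.05 here, with adjusted p of 0.280 for Cacna1h to 0.893 for Axl, Nr4a1, C1qa and Ephb6. Jhy and Pttg1, which the paper also names, did pass. Without a filter on low values, a planned setting, Cacna1h passed. Of the heat map of Figure 4b, none of the 29 tested labels drawn as higher and the 13 drawn as lower passed in the main setting; Oaf passed with a pseudocount of 5, also planned. The directions of all of them match the picture.

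The paper's Figure 5f draws Ephb6 as higher in miR-146a-deficient tumors by RT-qPCR in a larger set. In these 6 tumors its log2 fold change was -0.47. Pttg1, Cacna1h, C1qa and Nr4a1 of the same figure were higher here as in the paper.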

Other observations

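Genes of B-cell maturation that the paper measured by RT-qPCR or flow cytometry in larger sets of tumors did not pass the threshold in these 6 tumors or were too low to test. Prdm1, which encodes Blimp1, measured 0.0992 and 0.16 RPKM in the deficient tumors and 0.0506 to 0.590 in the sufficient tumors. Bcl6 measured 0.213 and 0.223 RPKM against 0.282 to 0.408. Both were below the filter and were not tested with limma. Spn, which encodes CD43, had a log2 fold change of -0.45, which was -0.10 among thymic tumors only or with tumor site as a covariate and -0.80 with the replicate block. It measured 24.5 and 28.7 RPKM in the sufficient tumors of the neck node, 15.2 and 16.8 in those of the thymus, and 14.9 ± 2.26 (SD, n = 2) in the deficient tumors. Of the genes for proteins measured by flow cytometry, Cd80 had a log2 fold change of -0.63 and Sdc1, which encodes CD138, of 0.10. That of Cd80 was -1.03 among thymic tumors, -0.22 with the replicate block and -0.88 to -0.34 with 1 tumor left out. For Sdc1 the direction was not stable. Its log2 fold change was -0.19 among thymic tumors only or with tumor site as a covariate. It was 0.39 with the replicate block and -0.44 to 0.64 with 1 tumor left out. Cd44 measured 14.9 and 15.4 RPKM in the deficient tumors, below the 16.8 to 18.6 of the sufficient tumors, a log2 fold change of -0.22 (adjusted p = 0.893 from limma). Ighd was not analysed here. The paper reports higher transcripts of Blimp1, CD43, Bcl6 and Ighδ by RT-qPCR in its larger set.

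Ighm was higher in both deficient tumors than in the sufficient tumors without passing the threshold. It measured 2452 ± 254 RPKM (SD, n = 2) against 1215 ± 321 (SD, n = 4), an adjusted p of 0.893 from limma. Igkc and Ighg1, chosen after their values were seen, had log2 fold changes of 1.37 and 2.10 (adjusted p of 0.818 and 0.101 from limma). Immunoglobulin genes were not tested as a group. S1pr2, a germinal center gene, measured 3.03 and 15.4 RPKM against 0.414 to 3.6, so its groups overlapped.

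Medians by chromosome differed in single tumors. In deficient replicate 2, genes on chromosomes 3 and 12 lay 0.33 and 0.41 above the median of the other tumors on the log2 scale. In sufficient replicate 4, genes on chromosomes 7 and 13 differed from it by -0.48 and -0.24. These values were computed after the data were examined and were not tested.

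In deficient replicate 1, Xist is listed at 1240070 RPKM, against 1585 to 2203 in the sufficient tumors and 1819 in deficient replicate 2. The value is given as listed. The lengths and depths behind it are not stated, so whether it is a valid RPKM was not tested.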
